# CapMux: a Snakemake pipeline for early demultiplexing of split-pool scRNA-seq data into sample-resolved outputs

**DOI:** 10.3389/fbinf.2026.1846065

**Published:** 2026-06-12

**Authors:** Denis Baronas

**Keywords:** CapSeq, sample demultiplexing, sequencing data processing, single-cell RNA sequencing, split-pool combinatorial barcoding

## Abstract

Single-cell RNA sequencing methods based on split-pool combinatorial barcoding enable high-throughput profiling, yet sample identity is often encoded during early barcoding steps rather than through the library index. Consequently, reads from multiple biological samples remain pooled, complicating per-sample analysis and selective extraction of samples of interest. Here, I present CapMux, a Snakemake-based pipeline for processing split-pool scRNA-seq data from raw sequencing files to sample-resolved outputs. CapMux supports workflows starting from either BCL files or FASTQ files and reconstructs sample identity by integrating sub-library index information with the experiment-specific barcoding plate layout. The pipeline was developed for the CapSeq method but is configurable for related scRNA-seq combinatorial barcoding designs through specification of barcode positions and experimental layout. In a controlled cell line mixing scRNA-seq experiment, CapMux resolved pooled data into outputs for each sample, enabling independent quality control summaries, mapping statistics, count matrices, and downstream visualizations. Runtime benchmarking indicated that secondary demultiplexing step added only a modest computational overhead. Together, these results show that CapMux provides a practical and adaptable framework for recovering sample-level resolution from split-pool scRNA-seq data.

## 1 Introduction

Single-cell sequencing methods have become central to modern molecular biology and biomedicine because they enable the resolution of cellular heterogeneity that is obscured in bulk measurements (Nature Methods, 2013; Baysoy et al., 2023; Vandereyken et al., 2023). Reflecting this impact, single-cell sequencing was named “Method of the Year” in 2013 (Nature Methods, 2013). Since then, the field has expanded rapidly, from transcriptome profiling to a broad and growing repertoire of single-cell and spatial multi-omics approaches that integrate genomic, epigenomic, proteomic, spatial, and other molecular layers at single-cell resolution (Baysoy et al., 2023; Vandereyken et al., 2023).

Among these technologies, single-cell RNA sequencing (scRNA-seq) remains one of the most widely used modalities and is supported by a large ecosystem of commercial and open-source platforms (Jonghe et al., 2024; Conte et al., 2024; Sant et al., 2023; De Simone et al., 2025). Current scRNA-seq methods vary in throughput, transcript coverage, sensitivity, and experimental complexity, but high-throughput approaches are commonly based on either droplet-based compartmentalization or plate-based combinatorial indexing strategies (Conte et al., 2024; Sant et al., 2023; De Simone et al., 2025; Zilionis et al., 2017; Cao et al., 2017; Rosenberg et al., 2018). In both cases, sequencing reads are associated with synthetic cell-identifying barcodes; however, the way sample identity is encoded and later recovered differs substantially between these two families of methods.

In conventional droplet-based methods, a sequencing library is typically prepared for a single experimental sample, and library indexes can therefore be used to separate libraries at an early stage of analysis (Klein et al., 2015; Clark et al., 2023; De Rop et al., 2022; Zheng et al., 2017). By contrast, in plate-based combinatorial barcoding methods, sample identity is often introduced during the first barcoding round (e.g., reverse transcription), after which cells or nuclei are pooled and redistributed across subsequent rounds of barcoding (Rosenberg et al., 2018; Xie et al., 2024; Li and Humphreys, 2022; Cao et al., 2019). As a result, sample identity cannot be resolved from the final sub-library index alone and instead must be reconstructed computationally by integrating sub-library index information with the internal barcode structure.

This design creates a practical bottleneck for downstream analysis. In many split-pool methods, raw sequencing data from multiple samples remain entangled until barcode parsing, alignment, and count-matrix generation have already progressed substantially. Consequently, extracting a single sample of interest, performing per-sample quality control, or reanalyzing only a subset of samples with alternative downstream pipelines becomes unnecessarily cumbersome. The same issue also complicates data reuse from public repositories, where users often must download and process sub-library FASTQ files containing reads from pooled samples even when only a single sample is of interest. Although several processing workflows exist for split-pool scRNA-seq data, they are typically method-specific (Tran et al., 2022; Kuijpers et al., 2024; ScaleRna, 2022), which limits their use as flexible, user-configurable tools for early demultiplexing of sub-libraries into sample-resolved datasets prior to downstream analysis.

Here, I present a bioinformatic pipeline designed to address this gap by enabling early and flexible demultiplexing of split-pool scRNA-seq data at the raw-read level, prior to downstream analysis. The pipeline was initially developed for the CapSeq scRNA-seq method (Baronas et al., 2026), but it was intentionally designed to remain adaptable to future changes in barcode architecture and experimental layout. In addition to supporting CapSeq, the framework can be configured for other similar split-pool combinatorial barcoding designs by specifying barcode positions, barcode counts, unique molecular identifier (UMI) structure, and indexing scheme. To make the pipeline accessible, users provide sample metadata and plate layout information through a simple input file and specify experiment-specific parameters in a configuration file, thereby minimizing the need for custom scripting while supporting diverse experimental designs.

## 2 Results

### 2.1 Pipeline architecture and workflow

The CapMux pipeline can be divided into several sequential steps, as illustrated in Figure 1A. The selected execution regime depends on how the user populates the configuration file and the sample sheet. Specifically, the pipeline can be initiated either from raw Illumina BCL files (run_mode = “bcl”) or from already demultiplexed FASTQ files (run_mode = “fastq”). In the main workflow, in which libraries are further demultiplexed according to the BC1 barcoding plate, the user selects demux_by = “bc1” and provides plate layout in the sample sheet that matches the experimental plate design. In contrast, when the experiment does not contain BC1-defined samples, the user can choose the standard demultiplexing mode, demux_by = “index”, which performs demultiplexing based solely on the sample index sequence.

**FIGURE 1:**
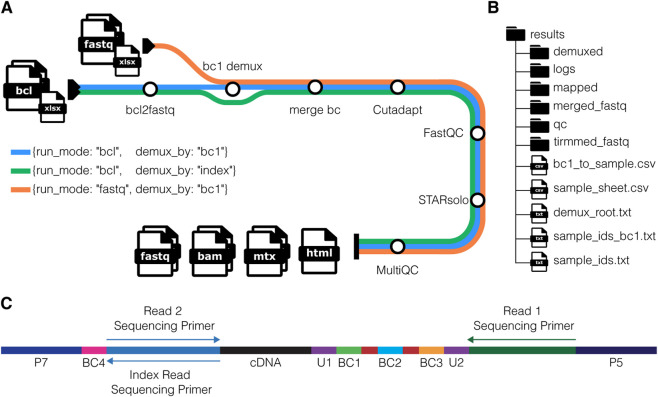
Overview of the CapMux workflow, output structure, and CapSeq library structure. **(A)** Schematic of three CapMux execution regimes. The main workflow, including the secondary demultiplexing step, is shown in blue. In green, only primary index-based demultiplexing is performed. In orange, the workflow starts from FASTQ files. **(B)** Representative structure of the CapMux output directory. **(C)** Structure of CapSeq library (Baronas et al., 2026). The construct includes BC1, BC2, BC3, and BC4 barcode segments, as well as a split UMI composed of U1 and U2 segments. Segments highlighted in red indicate the ligation introduced linker sequences.

In split-pool scRNA-seq experiments, the cell barcode (CB) typically consists of multiple barcode segments (for example, BC1-BC2-BC3), which may differ in length and may be separated by linker sequences (Figure 1C). To accommodate this variability, the configuration file allows the user to define the CB structure explicitly by specifying the length of each individual barcode segment. At present, the pipeline supports construction of CBs composed of one to three segments and, when appropriate, one additional barcode segment located in the index read (i7 or i5). The user can also define the unique molecular identifier (UMI) length and specify whether the UMI is contiguous or split into two parts, as in the CapSeq barcoding scheme (Figure 1C). Index files containing barcode sequences must be placed in the assets/barcodes directory, with the barcode sequences in the BC1 barcode index file ordered to match their positions on the physical BC1 barcoding plate, from A1 to H12. Taken together, these settings enable flexible adaptation of the pipeline to different experimental designs while maintaining a standardized processing framework.

In the main CapMux execution regime (Figure 1A, blue), the workflow consists of the following key steps. First, bcl2fastq performs primary demultiplexing by converting raw sequencing data into standard FASTQ files based on the index read. Second, bc1 demux carries out secondary demultiplexing, splitting index-based FASTQ files into sample-specific FASTQ files according to the user-defined BC1 plate layout. Third, merge bc assembles the barcode read by reconstructing the complete CB together with the UMI sequence while removing linker sequences. Next, Cutadapt trims the template switching oligo (TSO) sequence from complementary DNA (cDNA) reads. FastQC is then used for quality control of the FASTQ files, followed by STARsolo, which aligns reads and generates a count matrix for each sample. Finally, MultiQC compiles a structured quality control summary for all demultiplexed samples. Completion of the pipeline yields a structured set of output files within the results directory (Figure 1B). Among these, the principal outputs are demultiplexed FASTQ files, aligned BAM files, gene expression count matrices, and quality control reports generated for each individual sample (Figure 2B).

**FIGURE 2:**
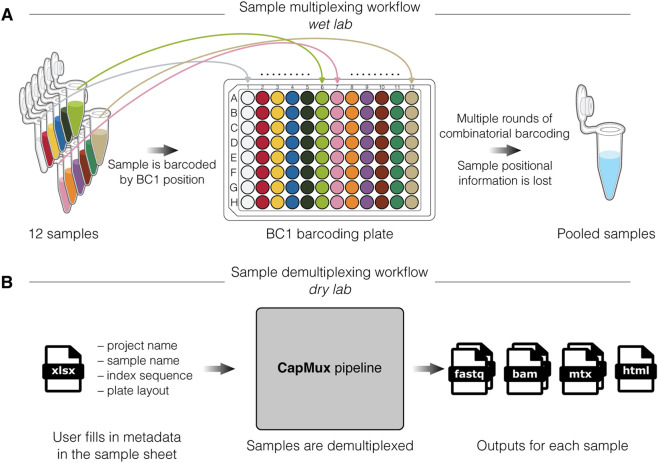
Sample multiplexing and demultiplexing workflows. **(A)** *Wet-lab* sample multiplexing workflow. Sample identity is assigned by BC1 position on the BC1 barcoding plate. After pooling and multiple rounds of combinatorial barcoding, the original sample positional information is lost. **(B)** *Dry-lab* sample demultiplexing workflow. The user provides experiment metadata in the sample sheet, which CapMux uses to reconstruct sample identity and generate sample-resolved outputs, including FASTQ files, BAM files, count matrices, and quality control reports.

### 2.2 Sample demultiplexing: resolving sample identity after combinatorial barcoding

As illustrated in Figure 2, sample identity is introduced during the *wet-lab* procedure through the BC1 barcoding plate, but this positional information is lost after pooling and multiple rounds of combinatorial barcoding. CapMux resolves this by applying a secondary demultiplexing step before alignment. In this step, each group of FASTQ files generated for a single index during primary demultiplexing is processed independently and handled in parallel. For each group, the pipeline extracts the BC1 sequence from the user-defined barcode structure, matches it to the sample layout on the BC1 plate derived from the sample sheet, and writes reads into multiple sample-specific intermediate FASTQ files. BC1 matching can be performed either by exact whitelist matching or, when mismatch correction is enabled through the barcode.allow_mismatches parameter, by considering BC1 sequences that differ by a single nucleotide substitution from a whitelist barcode. Reads are assigned to a sample only when the observed or corrected BC1 sequence maps uniquely to one whitelist barcode, while unmatched BC1 sequences are written to undetermined output files. At the same time, the pipeline reconstructs a barcode read by concatenating the configured barcode segments, index sequence, and UMI sequence, thereby generating the paired barcode and cDNA FASTQ outputs required for downstream mapping. After all index-based FASTQ files have been processed, intermediate files belonging to the same sample are merged and compressed in parallel to produce final per-sample FASTQ files for subsequent analysis.

### 2.3 CapMux showcase in a cell line mixing experiment

To demonstrate CapMux in a controlled setting, a CapSeq scRNA-seq experiment was performed using 3 mouse cell lines (Figure 3A). 

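N2a is a mouse neuroblastoma line, NIH/3T3 is a mouse embryonic fibroblast line, and the mESCs were of the E14TG2a line. All 3 lines were barcoded and sequenced in 1 library, so each line was represented by 1 library without replicates. No test between lines was therefore made, and the 95% intervals given with the values are exact Poisson intervals for summed UMIs and exact binomial intervals for shares, which cover counting error only. The authors deposited 4 matrices of UMI counts per gene and barcode, without normalization or cell filtering, made with STARsolo after TSO trimming. Each matrix listed 33565 genes and all 884736 possible cell barcodes. The pooled matrix held 49185518 UMIs, the N2a matrix 20662884, the NIH/3T3 matrix 13505027, and the mESC matrix 13875356. Cells were called in each matrix with the default rule of STARsolo, which takes the UMI count at the 99th percentile of 3000 expected cells and divides it by a ratio of 10. Levels per line were calculated as CPM from the UMIs summed over called cells. Both the calling rule and the use of called cells could change the values, so other rules were also applied.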

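UMIs were present at all 96 BC1 sequences of the pooled matrix and at 32 BC1 sequences of each sample-resolved matrix. No barcode held UMIs in more than 1 of the 3 sample-resolved matrices (0 barcodes). Reads were split by BC1, which is part of the barcode. This absence and the 32 BC1 sequences per matrix therefore follow from the plate layout and do not measure how well the lines were separated. The number of called cells per BC1 sequence ranged from 40 to 81 in N2a, with a median of 60.5, from 33 to 86 in NIH/3T3, with a median of 61, and from 39 to 91 in mESCs, with a median of 60. Total UMIs per BC1 sequence had a median of 623507 in N2a, 419678 in NIH/3T3, and 440466 in mESCs.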

Each cell line was distributed across four BC1 plate columns: Neuro-2a (N2a) cells in columns 1–4, NIH/3T3 cells in columns 5–8, and mouse embryonic stem cells (mESCs) in columns 9–12.

**FIGURE 3:**
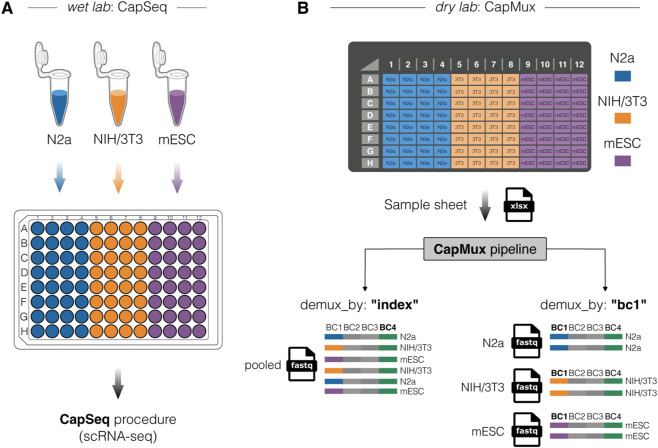
Experimental design of the cell line mixing experiment. **(A)** scRNA-seq library preparation using CapSeq (Baronas et al., 2026). Three mouse cell lines were distributed across the BC1 barcoding plate: N2a cells (blue) in columns 1–4, NIH/3T3 cells (orange) in columns 5–8, and mESCs (purple) in columns 9–12. **(B)** Sample demultiplexing using CapMux. Index-based demultiplexing (demux_by = “index”) produced a single pooled output, whereas BC1-based demultiplexing (demux_by = “bc1”) resolved the experiment into separate outputs for each sample. The assembled barcode structure is also shown, with blue, orange, and purple indicating the BC1 barcode segment corresponding to the sample position on the BC1 barcoding plate, whereas green indicates the sample index sequence provided in the sample sheet and labeled here as BC4.

Following sequencing, raw BCL files were processed with CapMux using two execution regimes, both with run_mode = “bcl” but differing in the demux_by parameter (Figure 3B). In the first regime, demux_by = “index”, only primary index-based demultiplexing was performed, resulting in a pooled output. In the second regime, demux_by = “bc1”, the pipeline performed secondary demultiplexing and generated sample-resolved outputs.

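When the pooled and the sample-resolved matrices were joined on the barcode sequence, the 3 sample-resolved matrices together held 48043267 UMIs. The pooled matrix held 1142251 UMIs that were absent from them, which was 2.32% of its UMIs (95% exact binomial interval 2.318% to 2.327%). At no gene and barcode was the count lower in the pooled matrix (0 entries). Of the 540386 barcodes with UMIs in the pooled matrix, 379596 had the same total in both regimes and 41076 had UMIs in the pooled matrix only. In the cells called in the sample-resolved matrices, 1.60% of pooled UMIs were absent after BC1-based demultiplexing, and outside these cells 6.16%. The median gain per called cell in the pooled matrix was 1.21%. By BC1 sequence, the median share of absent UMIs was 1.73% for N2a, 2.40% for NIH/3T3, and 2.23% for mESCs, and a single BC1 sequence reached 17.5% in NIH/3T3 and another 17.5% in mESCs.

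**Figure D1:**
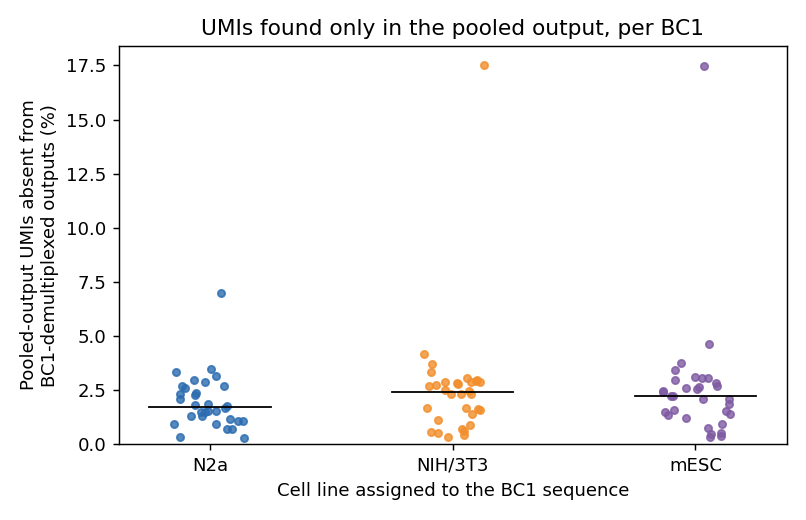
Share of the pooled-output UMIs absent from the sample-resolved outputs, in percent (y axis), for each BC1 sequence, grouped by the cell line assigned to it (x axis). Each point is 1 BC1 sequence, horizontal lines are medians, and horizontal scatter within a line only separates points. All BC1 sequences lie below 7% except 1 in NIH/3T3 and 1 in mESCs.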

Comparison of the resulting quality control summaries and UMAP visualizations (Figure 4) highlights the main advantage of secondary demultiplexing with demux_by = “bc1”: sequencing, alignment, and downstream summary statistics were retained separately for each individual sample, whereas under demux_by = “index” these data remained combined and sample-specific differences were masked. 

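Per-cell values differed between the sample-resolved matrices. The median number of UMIs per called cell was 7316 in N2a (interquartile range 4744 to 11340), 5198 in NIH/3T3 (3359 to 7731), and 5234 in mESCs (3452 to 7948), whereas the pooled matrix gave 6416 (4419 to 9588). Over the cells passing the UMI and mitochondrial filter of the methods, the medians were lower, at 6185, 4863, 4803, and 5278 in the same order. The median number of genes per called cell was 3489 in N2a, 2796 in NIH/3T3, and 2762 in mESCs. After each cell was thinned at random to 1500 UMIs, which left out 0 called cells, the medians were 1154 genes in N2a, 1138 in NIH/3T3, and 1131 in mESCs. The median mitochondrial share of UMIs was 2.12% in N2a, 2.47% in NIH/3T3, and 2.00% in mESCs, and 2.17% in the pooled matrix. From the quality control summaries and UMAP projections of Fig. 4, the paper reasons that sample-specific differences remained masked where the data were combined.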

In the alignment summaries (Figure 4A) and feature assignment categories (Figure 4B), the demux_by = “index” regime reported only a single combined profile for the pooled dataset, whereas the demux_by = “bc1” regime resolved the data into separate sample-specific profiles for N2a, NIH/3T3, and mESCs. Likewise, in the STARsolo summary tables (Figure 4C), the demux_by = “index” regime produced a single aggregated output, whereas demux_by = “bc1” produced three separate outputs corresponding to the 3 cell lines. This enabled direct comparison of sample-specific metrics, including the number of recovered cells, reads per cell, number of detected genes, and other summary metrics.

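The calling rule recovered 5137 cells in the pooled matrix, 1930 in N2a, 1876 in NIH/3T3, and 1920 in mESCs. Called cells held 81.5% of the UMIs of the pooled matrix, 83.5% in N2a, 85.1% in NIH/3T3, and 86.7% in mESCs. At least 1 UMI in a called cell was counted for 25638 genes in the pooled matrix, 22329 in N2a, 20303 in NIH/3T3, and 22213 in mESCs. The number of cells depended most on the ratio in the rule, with 3072 cells in the pooled matrix at a ratio of 5. When at least 5 cells and 10 UMIs were required for a gene, 13319 genes were counted in NIH/3T3.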

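The UMI threshold for a cell was 2770 in the pooled matrix, 2668 in N2a, 1718 in NIH/3T3, and 1827 in mESCs. The 3 sample-resolved outputs contained 5726 called cells together, 589 more than the pooled output. Of the cells called per line, 19 N2a cells were not called in the pooled matrix, which was 0.985% of the N2a cells (95% exact binomial interval 0.594% to 1.53%). In NIH/3T3, 299 cells were not called, or 15.9% (14.3% to 17.7%), and in mESCs 274 cells, or 14.3% (12.7% to 15.9%). These intervals do not overlap between N2a and the other lines. The median number of UMIs of the cells not called was 2710 in N2a, 2210 in NIH/3T3, and 2262 in mESCs. Only 3 cells, all N2a, were called in the pooled matrix and not in the matrix of their line. N2a cells made up 37.3% of the cells called in the pooled matrix and 33.7% of the cells called per line. Reads per cell are not part of the matrices and were not analysed here.

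**Figure D2:**
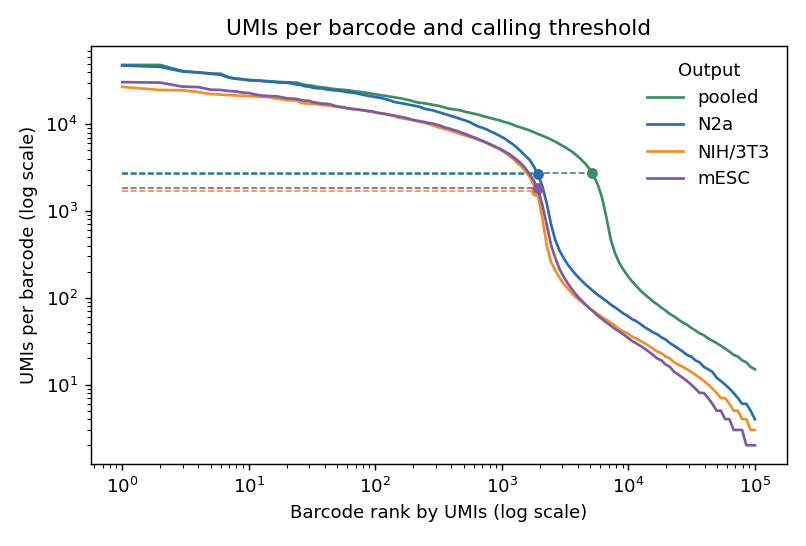
UMIs per barcode (y axis, log scale) against the rank of the barcode by UMIs (x axis, log scale) for the pooled, N2a, NIH/3T3, and mESC outputs. Dashed lines mark the UMI threshold of each output and points mark the last called cell. The thresholds of the pooled output, 2770 UMIs, and of N2a, 2668 UMIs, lie above those of NIH/3T3 and mESCs.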

**FIGURE 4:**
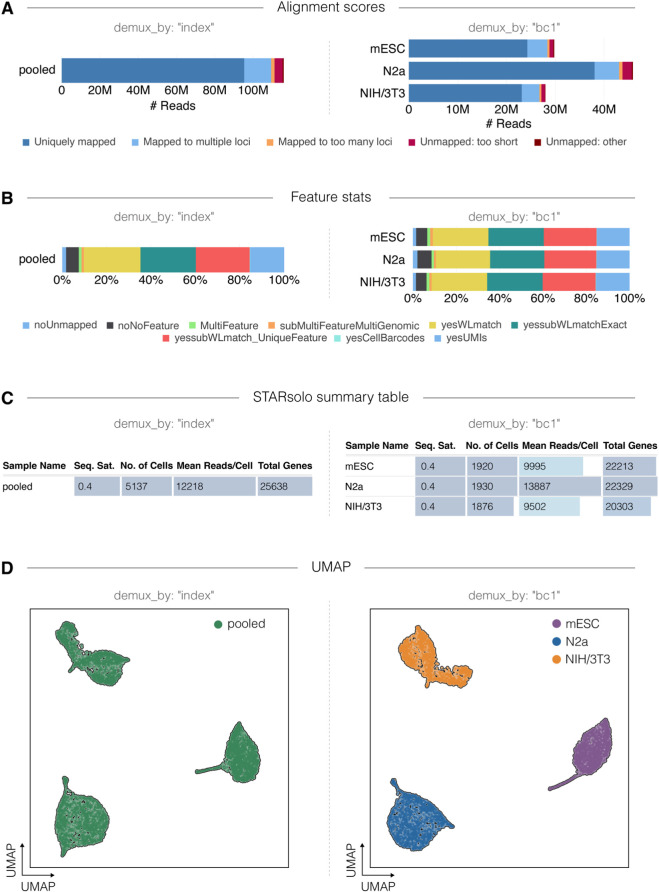
Comparison of CapMux generated results under different demultiplexing regimes. Outputs generated with demux_by = “index” (left) and demux_by = “bc1” (right) are compared for the same cell line mixing experiment. **(A)** Alignment scores, **(B)** feature assignment statistics, and **(C)** summary tables produced by STARsolo. **(D)** UMAP projections. In each case, index-based demultiplexing produced a single pooled output, whereas BC1-based demultiplexing resolved the experiment into separate outputs for each sample.

The same pattern was also evident in the UMAP projections (Figure 4D). 

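The pooled matrix was clustered without the line labels, using the filter, normalization, 150 variable genes, and 100 neighbors of the methods and Leiden clustering at a resolution of 0.1, and the line of each cell was then read from the sample-resolved matrices. The 6512 cells formed 3 clusters, and 6509 cells, or 99.95% (95% exact binomial interval 99.87% to 99.99%), lay in a cluster made up mostly of their own line. All 2325 N2a and all 2147 mESC barcodes were in the cluster of their line, as were 2037 of 2040 NIH/3T3 barcodes. The remaining 3 NIH/3T3 barcodes lay in the N2a cluster. They held 1029 to 1128 UMIs, with 3 to 11 UMIs of genes restricted to NIH/3T3 (at least 50 CPM and 50 times the other lines) and at most 1 UMI of genes restricted to N2a. Choosing the variable genes from raw counts moved this share most, to 98.42%, with 103 cells outside the cluster of their line. Doublets were not called, and leaving out the 5% of cells with the most UMIs in each line left 2 cells outside.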

Under demux_by = “index”, all cells remained combined within a single pooled output, whereas secondary demultiplexing with demux_by = “bc1” separated the experiment into three distinct sample-resolved datasets corresponding to the original BC1 plate layout. Together, these results show that CapMux recovers sample-level resolution from pooled CapSeq data, enabling direct comparison of sample-specific differences in read distribution, mapping statistics, feature assignment, and other output metrics in downstream analysis.

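Marker genes of each line had been listed before the data were examined, and gene positions are given on GRCm39 (GENCODE M39). The mESC genes Pou5f1 (ENSMUSG00000024406, chromosome 17, 35816789 to 35822274), Zfp42 (ENSMUSG00000051176, chromosome 8, 43743871 to 43760152), and Dppa5a (ENSMUSG00000060461, chromosome 9, 78274031 to 78278208) had 58.0 CPM (95% exact Poisson interval 53.8 to 62.5), 1323 CPM (1302 to 1344), and 1821 CPM (1797 to 1845) in mESCs. In N2a and NIH/3T3 they had at most 11.6 CPM, reached by Dppa5a in NIH/3T3 (9.69 to 13.7). In NIH/3T3, Col1a1 (ENSMUSG00000001506, chromosome 11, 94827050 to 94843868) had 28.7 CPM (25.7 to 32.0), Col1a2 (ENSMUSG00000029661, chromosome 6, 4504814 to 4541555) had 460.8 CPM (448.5 to 473.4), and Cav1 (ENSMUSG00000007655, chromosome 6, 17306140 to 17341451) had 232.6 CPM (223.9 to 241.6), with at most 0.915 CPM in the other lines. Of the N2a genes, Hand2 (ENSMUSG00000038193, chromosome 8, 57774011 to 57777677) had 402.9 CPM (393.5 to 412.5) in N2a and at most 1.83 CPM elsewhere. Stmn2 (ENSMUSG00000027500, chromosome 3, 8574151 to 8626667) had 0.290 CPM (0.0941 to 0.676) in N2a and 0.609 CPM (0.245 to 1.25) in NIH/3T3, with overlapping intervals, and 163.3 CPM (156.2 to 170.7) in mESCs. In total, 11 of 12 listed genes were highest in their own line for mESCs, 8 of 11 reported genes for N2a, and 8 of 12 for NIH/3T3. Sox2 and Postn, named after their values were seen, were listed at 0 in all 3 lines, and Sox2 lies inside a longer gene on the same strand.
Outside the lists, the genes with the largest ratio to the other lines were Gm30835, Syt6, and Clvs1 in N2a, Prrx1, Sema5a, and Il1rl1 in NIH/3T3, and Cobl, L1td1, and Jam2 in mESCs. The long noncoding RNA Gm30835 (ENSMUSG00000105068, chromosome 5, 7730108 to 8014301) had 3523 CPM in N2a and at most 4.57 CPM elsewhere. Over all barcodes of each line, its level was 3392 CPM in N2a, 9.33 CPM in NIH/3T3, and 7.135 CPM in mESCs. In NIH/3T3, Sema5a (ENSMUSG00000022231, chromosome 15, 32244919 to 32696487) had 917.3 CPM, and in mESCs, Cobl (ENSMUSG00000020173, chromosome 11, 12186608 to 12415229) had 1218 CPM. In cells of another line, these 3 genes per line, which were selected for a low level there, had 0.0785% to 0.194% of the level in their own line. The whole mESC list had 0.366% (0.328% to 0.407%) of its mESC level in N2a cells and 0.468% (0.416% to 0.525%) in NIH/3T3 cells. The whole N2a list reached 16.8% in mESCs, with Stmn2 among its genes, and the whole NIH/3T3 list reached 25.2% in N2a cells. From the separate outputs per line, the paper concludes that CapMux recovers sample-level resolution from pooled CapSeq data.

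**Figure D3:**
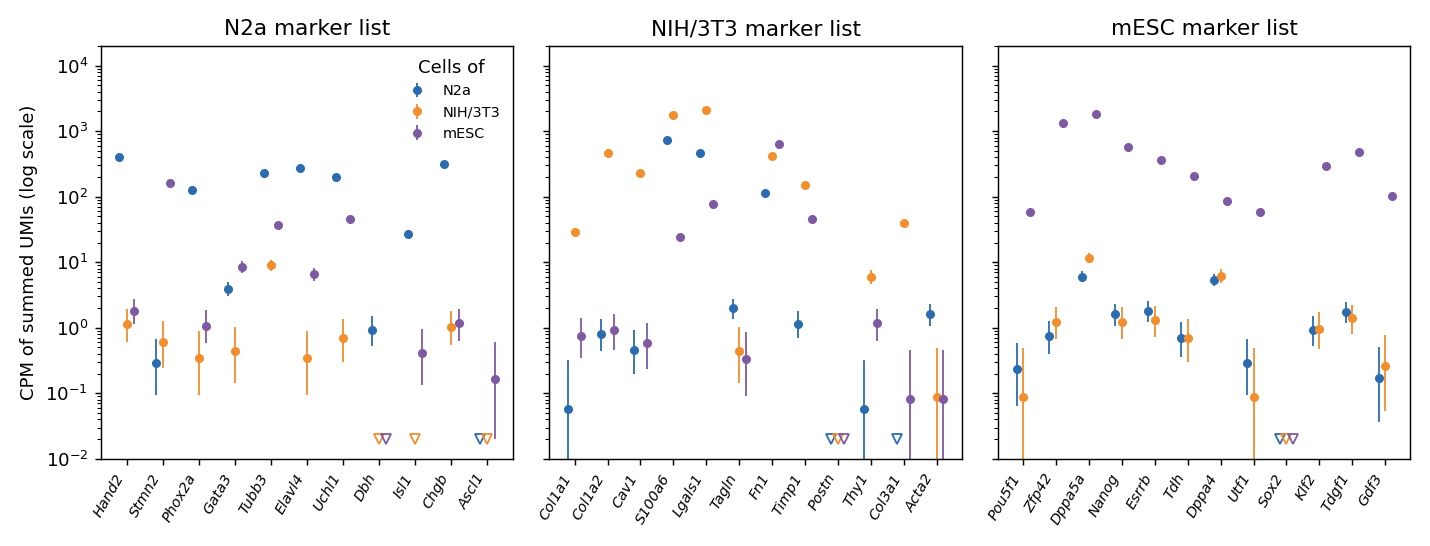
CPM of the UMIs summed over called cells (y axis, log scale) for the reported genes of each marker list (x axis), in N2a, NIH/3T3, and mESC cells. Points are CPM, bars are 95% exact Poisson intervals, and open triangles near the lower edge stand for 0 UMIs. All mESC genes with UMIs are highest in mESCs, while Stmn2 of the N2a list and Fn1 of the NIH/3T3 list are also highest in mESCs.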

### 2.4 Runtime comparison across execution regimes

Workflow wall-clock runtime, measured after prior software environment preparation, differed only modestly across the tested CapMux execution regimes (Table 1; Figure 1A). Under identical input data, pre-created software environments, and fixed high-performance computing (HPC) resource conditions, execution regime A (run_mode = “bcl”, demux_by = “bc1”), which includes the additional secondary demultiplexing step, required only a small increase in runtime compared with execution regime B (run_mode = “bcl”, demux_by = “index”), in which only primary demultiplexing based on the index read is performed. In this dataset, which comprised three samples, the inclusion of secondary demultiplexing increased the mean execution time by approximately 4 min. As expected, the fastest configuration was execution regime C (run_mode = “fastq”, demux_by = “bc1”), because this regime starts from index-demultiplexed FASTQ files and therefore bypasses primary BCL-to-FASTQ conversion and index-based demultiplexing. Overall, these results suggest that the additional secondary demultiplexing step adds only a modest runtime overhead.

**TABLE 1:** Comparison of workflow wall-clock runtime across different CapMux execution regimes. Reported values represent the mean ± SD from three runs performed under identical input and HPC resource settings.

Execution regime	run_mode	demux_by	Runtime
A	bcl	bc1	44 min 51 s ± 1min 56 s
B	bcl	index	40 min 46 s ± 2 min 14 s
C	fastq	bc1	35 min 58 s ± 50 s

To further evaluate performance in a larger sample-multiplexed setting, CapMux was also applied to a previously generated CapSeq dataset (Baronas et al., 2026) containing 12 BC1-defined samples distributed across ten sub-libraries. This larger dataset contained approximately 1 billion reads, compared with approximately 100 million reads in the smaller dataset, corresponding to a 10 times larger input. The same HPC resource conditions were used as for the smaller dataset, and execution regime A (run_mode = “bcl”, demux_by = “bc1”) and execution regime B (run_mode = “bcl”, demux_by = “index”) were evaluated. This analysis showed that the same demultiplexing strategy could be readily scaled without changes to the pipeline logic. As expected, runtime increased with the larger input size: regime A required 388 min 19 s ± 7 min 35 s, whereas regime B required 313 m 58 s ± 20 m 2 s. Thus, the inclusion of BC1-based secondary demultiplexing increased mean runtime by approximately 24%, while enabling the generation of sample-resolved outputs for all 12 samples.

## 3 Discussion

Split-pool combinatorial barcoding methods have become increasingly important in scRNA-seq because they enable profiling of very large numbers of cells in a single experiment while avoiding some of the physical constraints of droplet-based methods. However, the same experimental logic that makes these methods scalable also creates a downstream bioinformatics challenge: samples are often pooled early, whereas sample identity is encoded within the internal barcode structure rather than in the final sequencing index alone. As a result, sample-level resolution is often recovered only late in processing, after substantial computational work has already been completed. The results presented here show that CapMux addresses this bottleneck by enabling early reconstruction of sample identity and generating sample-resolved outputs before alignment and count-matrix generation.

CapMux operates at a different stage of the single-cell analysis workflow than downstream analysis tools such as Seurat (Stuart et al., 2019) or Scanpy (Wolf et al., 2018). These tools are typically used after alignment and count-matrix generation, where sample identity can be inferred, for example, through hashing-based approaches or added manually by assigning cell barcodes to sample labels at the count-matrix stage. In contrast, CapMux operates upstream of these analyses, directly at the BCL or FASTQ processing stage. By combining the sub-library index with the internal barcode structure and experiment-specific plate layout, CapMux generates sample-resolved FASTQ files before alignment and quantification. This automates processing directly from raw sequencing data and allows users to extract samples of interest, perform per-sample quality control, or reanalyze only a subset of samples with selected downstream pipelines.

A central idea of this work is that early secondary demultiplexing improves the interpretability of split-pool scRNA-seq datasets. In the cell line mixing experiment, secondary demultiplexing separated pooled data into outputs corresponding to the original samples, thereby revealing sample-specific differences that were obscured when only primary demultiplexing based on the index read was used. This was evident across several levels of analysis, including summary metrics, alignment statistics, feature assignment profiles, and UMAP visualizations. That distinction is practically important, because sample-resolved outputs represent a more natural unit for biological interpretation, troubleshooting, and comparison across experimental conditions.

Although CapMux was developed for the CapSeq method (Baronas et al., 2026), its design was intentionally made more general. Rather than hard-coding a single barcode architecture, the pipeline allows users to define barcode segments and UMI structure. This makes the framework potentially applicable beyond CapSeq to other split-pool methods that follow a similar barcoding logic. Such flexibility may be particularly useful for the development of new or customized split-pool scRNA-seq methods, as existing method-specific pipelines are optimized for a fixed barcode architecture. For example, commercial workflows such as ScaleRna (ScaleRna, 2022) provide end-to-end processing for ScaleBio single-cell platforms, including demultiplexing, alignment, count-matrix generation, and quality-control reporting. Such workflows are valuable for processing data generated with their intended protocols, but newly developed or modified split-pool designs may require substantial custom scripting or dedicated preprocessing workflows before sample-resolved analysis can be performed. CapMux addresses this by allowing users to define experiment-specific barcode positions, UMI structure, indexing scheme, and sample layout information. Thus, CapMux provides a customizable upstream preprocessing framework that may reduce the need to build a new demultiplexing pipeline for each modified or newly developed split-pool barcoding design.

An additional practical observation is that the benefit of secondary demultiplexing was achieved with only a modest runtime penalty. Under the tested HPC conditions, inclusion of the extra demultiplexing step increased mean runtime by 10% in the smaller dataset, whereas in the dataset that was 10 times larger, mean runtime increased by approximately 24%. Although absolute runtimes will depend on dataset size, hardware, storage performance, and experimental design, the results suggest that early reconstruction of sample identity has a manageable impact on overall workflow runtime.

Taken together, CapMux provides a practical solution for processing split-pool scRNA-seq raw data into sample-resolved FASTQ files and downstream outputs. Future work should test CapMux across a wider range of split-pool methods, expand support for additional barcode architectures, incorporate further functionality such as alternative aligners or quantification tools, expanded quality control reporting, and tighter integration with downstream single-cell analysis workflows. Because the pipeline is implemented in a modular Snakemake framework, these developments should be straightforward to integrate, which may help CapMux remain useful as single-cell methods based on combinatorial barcoding continue to gain popularity.

## 4 Materials and methods

### 4.1 Data processing software

The CapMux workflow is implemented in Snakemake (v9.16.3) (Mölder et al., 2025) and executed with per-rule Conda environments to ensure dependency isolation and reproducibility. Illumina base call conversion and initial demultiplexing were performed with bcl2fastq (v2.19.0). Tabular data processing was handled using custom Python scripts built on pandas (v2.2.3) and openpyxl (v3.1.5). TSO sequence trimming was performed with Cutadapt (v5.0) (Martin, 2011). Read alignment and single-cell quantification were carried out with STAR (v2.7.11b) (Kaminow et al., 2021). Read-level quality control was generated with FastQC (v0.12.1) (FastQC, 2010), and run-level summaries were aggregated into a single report using MultiQC (v1.28) (Ewels et al., 2016). Additional preprocessing in custom scripts relied on standard Unix command-line utilities, including GNU coreutils (v9.5), GNU awk/gawk (v5.3.1), gzip (v1.14), and pigz (v2.8). Custom scripts were run under Python (v3.13.12).

### 4.2 Runtime benchmarking

Pipeline performance was evaluated using end-to-end wall-clock runtime measured at the level of the Slurm batch step, after prior preparation of all required software environments. Snakemake Conda environments were created in a separate preparatory step before benchmarking, and environment creation or package download time was excluded from runtime measurements. Runtime was therefore defined as the elapsed time from initiation of the batch script on the allocated compute node until script termination during workflow execution. For each execution regime, the same input dataset was processed under identical HPC resource allocation conditions (16 CPU cores, 64 GB RAM). Runtime was obtained from Slurm accounting (sacct).

### 4.3 Cell lines

NIH/3T3 (ATCC, CRL-1658) and Neuro-2a (ATCC, CCL-131) cells were grown in Dulbecco’s Modified Eagle Medium (DMEM, Gibco, 61965026) supplemented with 10% fetal bovine serum (FBS) and 1 × penicillin-streptomycin (PS; Gibco, 15140122). Mouse embryonic stem cells (ATCC, CRL-1821, E14TG2a) were cultivated on dishes coated with 0.15% gelatin in DMEM supplemented with 15% FBS, 1 × PS, 0.1 mM sodium pyruvate (Gibco, 11360039), 0.1 mM β -mercaptoethanol (Gibco, 31350010), 1 mM L-alanyl-L-glutamine (Gibco), 1 × Non-Essential Amino Acids (Gibco, 11140050), 1 × 10^3^ U/mL mouse leukemia inhibitory factor (Millipore), 3 μM CHIR99021 (Sigma) and 1 μM PD0325901 (Sigma). All cell lines were grown at 5% ${\text{CO}}_{2}$ and at 37 °C. Cells were collected at roughly 1 × 10^6^cells/mL, transferred into 15 mL conical tubes, pelleted by centrifugation (100–300 × g for 5 min–7 min), and washed twice with ice-cold 1 × Dulbecco’s Phosphate-Buffered Saline (DPBS; Gibco 14190144). Cell number and viability were assessed with a hemocytometer using 0.2% trypan blue staining.

### 4.4 Cell encapsulation and scRNA-seq experiment

Cell encapsulation was performed as previously described Baronas et al. (2026). Briefly, cells at 3 M/mL concentration in 1 × DPBS were mixed with 30% (w/w) dextran (Darna Bio, DB-DEX-2001) at equal volumes, achieving a final concentration of 1.5 M/mL. The stock 10% (w/w) gelatin methacryloyl solution (GelMA; Darna Bio, DB-GMA-2001) was pre-warmed and diluted with 1 × DPBS to the 4% (w/v) working solution. Cell encapsulation was carried out using a 40 μm -deep microfluidic device, with flow rates set to 100 μL/h for the cell suspension containing dextran, 200 μL/h for the GelMA working solution, and 700 μL/h for a surfactant (Darna Bio, DB-SRF-2001). Encapsulations were performed at 26 °C. The remaining protocol steps, including the scRNA-seq experiment, were conducted following the CapSeq procedure (Baronas et al., 2026) without the hairpin ligation step. Sequencing was performed on the Illumina NextSeq 2000 platform using the following run settings: R1, 43 cycles; i7, 6 cycles; and R2, 89 cycles.

### 4.5 Raw sequencing data processing

To generate cell × gene count matrices, the CapMux snakemake pipeline was run under {run_mode: “bcl”, demux_by: “bc1”}, {run_mode: “bcl”, demux_by: “index”}, and {run_mode: “fastq”, demux_by: “bc1”} execution regimes. All other parameters were identical across runs. 

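In the matrices, the cell barcodes combined 96 BC1, 96 BC2, and 96 BC3 sequences of 8, 10, and 8 bases. The smallest distance between any 2 sequences of the same segment was 3 substitutions for BC1, BC2, and BC3. All 96 sequences of each segment held UMIs in the pooled matrix, from 217831 to 1131875 UMIs per BC1, from 200379 to 1174539 per BC2, and from 133737 to 916346 per BC3.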

Barcode segments were defined as follows: bc1: {start: 32, len: 8 }, bc2: {start: 18, len: 10 }, bc3: {start: 5, len: 8 }, umi1: {start: 1, len: 4 }, umi2: {start: 40, len: 4 }. Reads were aligned to the mouse GRCm39 genome (GENCODE M30).

### 4.6 UMAP construction from scRNA-seq data

Single-cell RNA sequencing data was analyzed in Python using Scanpy (v1.11.4) (Wolf et al., 2018). Low-quality cells were filtered out from the cell × gene count matrices by requiring a minimum of 1,000 UMIs/cell and excluding cells with mitochondrial gene count fractions above 20%. 

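In the pooled matrix, 6552 barcodes had at least 1000 UMIs, of which 40 were removed for a mitochondrial share above 20%, which left 6512 cells. The filter left 2323 N2a cells after 7 removals, 2037 NIH/3T3 cells after 15, and 2137 mESC cells after 18. The pooled count was therefore above the 5137 cells called by STARsolo's rule. The minimum number of UMIs moved the count most, with 5744 cells in the pooled matrix at a minimum of 2000 UMIs.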

UMAP embeddings were generated from normalized and filtered gene expression matrices. Counts were normalized to 10,000 per cell, after which mitochondrial and ribosomal genes were excluded. 

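Of the 33565 listed genes, 13 were mitochondrial and 100 were ribosomal by their symbols. In the 6512 filtered cells of the pooled matrix, 14270 of the other genes were found in fewer than 5 cells or had fewer than 10 UMIs, and 12294 fell below both limits. Clustering used the 19182 genes that reached both limits. When only the genes below both limits were removed, a setting chosen after seeing the data, 21158 genes were kept and 6510 of 6512 cells lay in a cluster of their own line.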

Additional gene-level filtering was applied to reduce noise: genes detected in fewer than 5 cells and with expression below 10 counts were removed. The data was then log-transformed. Highly variable genes were identified using scanpy.pp.highly_variable_genes (flavor = “seurat_v3”), and the top 150 genes were selected. These genes were z-score scaled, followed by principal component analysis. A k-nearest neighbor graph was constructed using scanpy.pp.neighbors (n_neighbors = 100), and UMAP embeddings were computed with scanpy.tl.umap (min_dist = 0.3).

## Data Availability

The sequencing data generated in this study are publicly available in the Gene Expression Omnibus (GEO) repository under accession number GSE324486. The CapMux pipeline is available at https://github.com/Boyoron/CapMux.

How the deposited data were processed for this re-analysis (not part of the article)

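The experiment measured RNA in single cells of 3 mouse cell lines in 1 CapSeq library. N2a cells occupied columns 1 to 4 of the BC1 plate, NIH/3T3 cells columns 5 to 8, and mESCs columns 9 to 12. There was 1 library per line, so no test between lines was made and no p-value is given. The pooled output and the 3 sample-resolved outputs came from the same reads and are not independent samples.

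The authors converted the sequencing data to FASTQ files, split the reads by BC1 in one regime and not in the other, trimmed the TSO sequence, and aligned and counted the reads with STARsolo on GRCm39 with GENCODE M30. The values they deposited are raw UMI counts per gene and barcode in 4 matrices, with every possible barcode kept and no cell filter. The paper does not name the cell calling rule, the STARsolo feature mode, or whether mismatches in BC1 were allowed. All 4 matrices listed the same 33565 genes. Read-level values such as mapping rates, sequencing saturation, and reads per cell need the reads and were not analysed here.

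From the deposited counts, total UMIs and mitochondrial percent per barcode were computed. Cells were called by STARsolo's default rule, with 3000 expected cells, the 99th percentile, and a ratio of 10. Under this rule, the numbers of cells and genes are the ones printed in Fig. 4C for all 4 outputs. The filter of the methods, at least 1000 UMIs and at most 20% mitochondrial UMIs, was applied separately. Line levels are CPM of the UMIs summed over called cells. Intervals at the 95% level are exact Poisson intervals for sums and exact binomial intervals for shares, and cover counting error only. A count of 0 was taken to allow up to 3 counts. Depth ranged from 13505027 UMIs in the NIH/3T3 matrix to 49185518 in the pooled matrix.

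Clustering followed the methods up to the neighbor graph, except that genes in fewer than 5 cells or with fewer than 10 counts were removed, where the methods write that genes below both limits were removed. It used counts scaled to 10000 per cell, log values, 150 variable genes, 50 principal components, and 100 neighbors, and then the Leiden algorithm at a resolution of 0.1, and of 0.5 for groups within a line. The seurat_v3 choice of variable genes was rewritten with R's loess. Genes per cell were compared after thinning each cell to 1500 UMIs, and gene lists per cell after thinning to 1000 UMIs. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, igraph 0.11.9, leidenalg 0.10.2, and R 4.3.3 were used. Gene positions came from GENCODE M39 on GRCm39, where 32953 of the 33565 gene identifiers were found.

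The genes named were fixed as a rule before the data were examined: the opening 3 genes of each line's marker list, the 3 genes per line with the largest ratio of CPM + 1 to the higher of the other lines among genes with at least 50 CPM, and 8 identity genes. Genes outside this rule are named as chosen afterwards. The level of 1 gene of the N2a list is not reported here. Genes restricted to a line, used to trace transcripts between lines, were chosen from the data as those with at least 50 CPM and at least 50 times the CPM + 1 of both other lines, which gave 79 genes for N2a, 65 for NIH/3T3, and 96 for mESCs. The alternatives changed the calling rule, the filter, the cells or barcodes used, the variable genes, the neighbors, the resolution, and the gene lists.

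The steps were tested on simulated data. Of 1200 simulated cells with 10 exchanged labels, clustering found all 10 and marked 0 others. These cells were drawn from the summed profile of each line at the depths of called cells, without variation within a line or doublets. Cells below the calling threshold, such as the 3 outside the cluster of their line, were thus not simulated. A log2 shift of 0.32 in 300 of 6314 genes was recovered as 0.31. Of 200 genes changed by known folds, 173 were recovered within 0.3 on the log2(CPM + 1) scale, and 195 had their true level inside the exact Poisson interval. Only 37 of the 59 genes lowered to 0.05 of their level were within 0.3. The comparison was at first made with the plain fold, where 164 were within 0.3, and was moved to the log2(CPM + 1) scale after that result was seen.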

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

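The tests in this part were chosen after the values were seen, except the test by BC2-BC3 pair, whose outcome was written down before it was run.

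UMIs found only in the pooled output made up an unusually high share at 2 BC1 sequences, a signal in counts the paper does not discuss. Most pooled-only UMIs were elsewhere. Of 1142251 in total, 664772 lay in called cells and held transcripts of the cell's own line at 97.6% of its level in N2a, 100.2% in NIH/3T3, and 98.4% in mESCs. Of the 2 sequences, ACCTGGTG belonged to NIH/3T3 and AGTGGTGA to mESCs. They held 170838 pooled-only UMIs, or 15.0%, and pooled-only UMIs made up 17.5% of the UMIs at each, against at most 6.97% at the other 94 BC1 sequences. At ACCTGGTG, the pooled-only UMIs held N2a-restricted transcripts at 77.8% of the level in N2a cells, and NIH/3T3-restricted ones at 37.1%. At AGTGGTGA the levels were 45.9% for N2a, 26.7% for NIH/3T3, and 32.9% for mESCs. Cells of other lines in the wells of these sequences are argued against by the sample-resolved matrices, where transcripts of the other lines summed to at most 1.37% at the same 2 sequences. Reads of barcoded cells whose BC1 was replaced by these sequences would keep the BC2-BC3 pair of their cell. Outside called cells, pooled-only UMIs at the 2 sequences were therefore split by the line of the called cells that carry the same BC2-BC3 pair at other BC1 sequences. Pairs of N2a cells held N2a transcripts at 133.5% of the level in N2a cells, against 6.45% and 5.47% at pairs of NIH/3T3 and mESC cells. Pairs of NIH/3T3 cells held NIH/3T3 transcripts at 89.7%, and pairs of mESCs held mESC transcripts at 81.5%. The smallest ratio of a line's own pairs to the higher of the other lines was 20.7. Pairs carried by called cells of several lines held 44552 of these UMIs, with N2a, NIH/3T3, and mESC transcripts at 65.4%, 33.5%, and 20.0%. Pairs carried by no called cell held 12095 UMIs with a mixture of the 3 lines (55.3%, 22.1%, and 29.7%), for which the source stays open. The pattern was not limited to the 2 sequences. Outside called cells, at other BC1 sequences not assigned to the line of the pair, pairs of N2a cells held N2a transcripts at 74.3%, against 25.7% and 22.3% at pairs of NIH/3T3 and mESC cells. NIH/3T3 transcripts were there at 56.6% at their own pairs, against at most 15.2%, and mESC transcripts at 56.8%, against at most 11.8%. Part of the pooled-only UMIs outside called cells may therefore come from cells of all 3 lines that lost their own BC1. A fixed sequence that lies 1 substitution from both BC1 sequences in adjacent frames is a candidate source. Such a sequence exists for 1.63% of ordered BC1 pairs (149 of 9120), but the relation was looked for after the sequences had been seen, and without the reads this stays open. No biological explanation was tested.

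Within NIH/3T3, a group of neighboring genes was low in part of the cells, in genes the paper does not discuss. At a Leiden resolution of 0.5, NIH/3T3 cells of the pooled matrix fell into clusters of 1450 and 587 cells, the smaller one with 28.8% of 2040 cells (95% exact binomial interval 26.8% to 30.8%). On chromosome 14, 7 genes with at least 5 CPM in the larger cluster, from 117162727 to 119337272, had 6.25% of the larger cluster's level in the smaller one (62 against 1954 UMIs). Chosen after their values were seen, they are Gpc6, Tgds, Gpr180, Abcc4, Dzip1, Dnajc3, and Uggt2. Dnajc3 had 83.1 CPM in the larger and 3.25 CPM (95% exact Poisson interval 1.73 to 5.55) in the smaller cluster, and Uggt2 51.5 and 2.50 CPM (1.20 to 4.59). The next genes on either side were less affected. Tpm3-rs7 had 115.2% of the larger cluster's level, Mbnl2 66.6%, Rap2a 114.3%, and Ipo5 44.8%. Only Gpc6 was among the variable genes used for clustering. Clustered without all genes of chromosome 14, the level of the 7 genes was 6.17%, which argues against a grouping made by these genes. Cells of another line are argued against by N2a and mESC transcripts, at most 0.372% of their own line's level in the smaller cluster. A batch of wells is argued against because all 32 BC1 sequences held cells of the smaller cluster, with 15.8% to 37.9% of their NIH/3T3 cells. Lower depth is argued against by a median of 5710 UMIs per cell in the smaller and 4626 in the larger cluster. A hypothesis is that part of the NIH/3T3 cells carry a deletion on chromosome 14. It was found and tested on the same cells, and no DNA data were analysed here.

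In mESCs, some cells held transcripts of the 2-cell-like list, 8 genes such as Zscan4c and Tmem92 fixed before the data were examined, which the paper does not discuss. At least 3 UMIs of the list were found in 79 of 2147 mESCs, or 3.68% (95% exact binomial interval 2.92% to 4.56%), and these cells held 89.3% of the 854 UMIs. In N2a and NIH/3T3, 0 cells reached 3 UMIs, which allows up to 0.129% of 2325 N2a cells and up to 0.147% of 2040 NIH/3T3 cells. Median depths were 6296, 4946, and 4893 UMIs in N2a, NIH/3T3, and mESCs. This cannot decide on free RNA, since RNA freed among the mESCs before pooling would carry a BC1 of the mESCs. At least 1 UMI was found in 6.94% of mESCs, 0.196% of NIH/3T3 cells, and 0 N2a cells. After thinning to 1000 UMIs, the shares were 3.68%, 0.0490%, and 0. No biological explanation was tested, since the design has no condition within a line.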

How the results depend on the processing

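All alternatives here were set before the data were examined, except the gene filter that removes only genes below both limits, which was chosen after seeing the data. Cell counts were taken as moved when outside the exact Poisson interval of the main count, and gene counts when more than 1.5 times apart.

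Every calling alternative moved the number of cells called. For the pooled, N2a, NIH/3T3, and mESC matrices in this order, 1000 expected cells gave 4806, 1811, 1760, and 1800 cells, and 10000 expected cells gave 5598, 2065, 1968, and 2036. A ratio of 5 gave 3072, 1321, 1370, and 1377 cells, and a ratio of 20 gave 6232, 2229, 2087, and 2191. A fixed minimum of 1000 UMIs gave 6552, 2330, 2052, and 2155. With the own threshold of each line, the pooled matrix gave 5756 cells. These moves follow from the threshold itself.

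For the UMI and mitochondrial filter, a minimum of 500 UMIs gave 7093, 2577, 2172, and 2326 cells, and a minimum of 2000 UMIs gave 5744, 2070, 1775, and 1861. Both mitochondrial alternatives stayed within the interval in all 4 matrices. Genes detected stayed within 1.5 times under 15 of 16 alternatives. Requiring at least 5 cells and 10 UMIs gave 13319 genes in NIH/3T3. Median UMIs per cell were 5278, 6185, 4863, and 4803 over the filtered cells and 6007, 6935, 5032, and 5002 with 10000 expected cells, since both rules include cells of lower depth. In called cells, the share of pooled UMIs absent from the sample-resolved matrices was 1.60%.

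The share of cells in a cluster of their own line stayed within its interval under 7 of 9 alternatives, the added gene filter among them with 99.97%. With variable genes chosen from raw counts it was 98.42%, with 82 N2a and 21 NIH/3T3 cells in the mESC cluster, of which 84 had fewer UMIs than the pooled calling threshold. The cause was not tested. Among called cells it was 100%, 5137 of 5137 cells, and the 3 cells outside their cluster in the main setting are below the calling threshold.

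The 3 genes of the ratio rule were selected for a low level in the other lines, so their values say nothing about how stable the list values are. With them in place of the lists, the N2a level was 0.131% in NIH/3T3 and 0.140% in mESCs, the NIH/3T3 level 0.0785% in N2a and 0.194% in mESCs, and the mESC level 0.103% in N2a and 0.108% in NIH/3T3. Over all barcodes of a line in place of called cells, the N2a list had 1.03% in NIH/3T3 (0.861% in called cells), the NIH/3T3 list 24.8% in N2a (25.2%), and the mESC list 0.424% in N2a (0.366%) and 0.625% in NIH/3T3 (0.468%). The N2a list in mESCs (16.8% in called cells) and the NIH/3T3 list in mESCs (15.2% in called cells) stayed within their intervals, at 16.4% and 15.2%. The cause of the changes over all barcodes was not tested. Of 234 recomputed levels of single named genes, 211 stayed within their exact Poisson interval, 13 moved up, and 10 moved down.

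Depth limits the low genes most. Hprt in mESCs rests on 26 UMIs.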

Other observations

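The tests of merged barcodes, of the nested genes, and of chromosomes 1 and 10 were chosen after the values were seen, as was the value that decides the test of whole cells. The test of the pooled threshold was fixed before the data were examined. A test of merged barcodes by UMIs lost in the pooled matrix, also fixed before, could not decide, since merging adds UMIs, and it was replaced.

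The pooled output called 589 fewer cells than the 3 sample-resolved outputs together. Merging of barcodes of different lines is argued against, since the UMIs that called barcodes gained in the pooled matrix held transcripts of another line at no more than 0.690% of their level in that line. With the own threshold of each line, the pooled matrix gave 5756 cells, against 5726 in the 3 outputs together, so that the use of one threshold for the pool may account for the difference.

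Transcripts of the marker lists of one line were found in cells of another, from 0.366% of the level in their own line for the mESC list in N2a to 25.2% for the NIH/3T3 list in N2a. Whole cells carrying a BC1 of another line are argued against because the highest share of another line's restricted transcripts in any of the 6512 cells was 11.1% of its own level, and 1 cell exceeded 10%. Leaving out the 3 cells outside the cluster of their line, as planned, changed no marker level, because none of them was a called cell. Free RNA of a line would carry its genes at similar shares of their own level. In values compared after they were seen, Col1a1, Col1a2, and Cav1 had 0.202%, 0.176%, and 0.199% of their NIH/3T3 level in N2a. S100a6 and Lgals1 had 41.7% and 21.6%. In mESCs, Hand2 and Chgb had 0.454% and 0.365% of their N2a level, against 16.4% for Tubb3 and 22.8% for Uchl1. Stmn2 had 163.3 CPM in mESCs and 0.290 CPM in N2a. This argues against free RNA for S100a6, Lgals1, Tubb3, Uchl1, and Stmn2. For the other listed genes, the source was not tested.

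Protein-coding genes that lie inside a longer gene on the same strand were listed at 0 UMIs for 260 of 324 genes, or 80.2% (95% exact binomial interval 75.5% to 84.4%). Inside a gene on the opposite strand, 164 of 875 were at 0, or 18.7% (16.2% to 21.5%), and inside no gene 12.8%. For long noncoding RNAs the shares were 87.3%, 28.3%, and 26.8%. This difference by strand may come from counting that drops reads shared by overlapping genes. One example, chosen after its value was seen, is Sox2 on chromosome 3 from 34704554 to 34706610, with 0 UMIs in the pooled matrix, inside Sox2ot from 34158419 to 34789489 on the same strand, with 3302 UMIs. For such genes a value of 0 says nothing about expression. The annotation used was a later release than the authors' on the same build.

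Between the larger and the smaller NIH/3T3 cluster, genes moved together by chromosome. Over 6327 genes with a mean of at least 30 CPM, the median log2(CPM + 1) difference, smaller minus larger and centered on the median of all genes, was 0.37 for chromosome 1 and 0.26 for chromosome 2, above all of 10000 random lists matched on expression. The medians of chromosome 9 (0.17), chromosome 12 (0.12), and chromosome 5 (0.10) also lay above all lists. Below all lists were chromosome 10 (-0.35), chromosome 8 (-0.30), chromosome 17 (-0.22), and chromosome 19 (-0.15). Between the 1212 and 1113 N2a cells of the pair of N2a clusters, the largest shift of an autosome was 0.06. Clustered without the genes of chromosomes 1 and 10, the medians were 0.37 and -0.34, outside the range of the other autosomes (-0.30 to 0.27), which argues against a grouping made by the genes of these 2 chromosomes. The other chromosomes were not left out in this way. A hypothesis is that the cells of the smaller cluster may differ in chromosome dosage. With 1 library and the same cells used to find and to test it, this is a description of these cells. S phase genes had 4580 CPM in the larger and 4699 CPM in the smaller cluster, and G2/M phase genes 10170 and 10272 CPM.

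The identity genes differed between lines. Hprt had 103.3 CPM in N2a, 107.7 CPM in NIH/3T3, and 2.16 CPM (95% exact Poisson interval 1.41 to 3.17) in mESCs. Cdkn2a had 73.8 CPM in N2a, 0.522 CPM in NIH/3T3, and 30.7 CPM in mESCs, and Cdkn2b 1.16, 0, and 1.91 CPM. Xist had 367.1 CPM in N2a, 0.783 CPM in NIH/3T3, and 1.91 CPM in mESCs. Of the Y chromosome genes, Ddx3y had 5.16, 5.39, and 84.8 CPM in N2a, NIH/3T3, and mESCs, Uty 0.174, 0.174, and 113.8 CPM, and Eif2s3y 0.116, 0, and 65.5 CPM, while Kdm5d had 5 UMIs or fewer in each line.

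The primitive endoderm-like list gave at least 3 UMIs in 3.03% of mESCs, 25.3% of NIH/3T3 cells, and 1.08% of N2a cells, so that the list did not separate such cells from fibroblasts.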
